# Developmental Characterization of the MicroRNA-Specific *C. elegans* Argonautes *alg-1* and *alg-2*

**DOI:** 10.1371/journal.pone.0033750

**Published:** 2012-03-20

**Authors:** Alejandro Vasquez-Rifo, Guillaume Jannot, Javier Armisen, Michel Labouesse, Syed Irfan Ahmad Bukhari, Evelyne L. Rondeau, Eric A. Miska, Martin J. Simard

## Abstract

The genes *alg-1* and *alg-2* (referred to as “*alg-1/2*”) encode the Argonaute proteins affiliated to the microRNA (miRNA) pathway in *C. elegans*. Bound to miRNAs they form the effector complex that effects post-transcriptional gene silencing. In order to define biological features important to understand the mode of action of these Argonautes, we characterize aspects of these genes during development. We establish that *alg-1/2* display an overlapping spatio-temporal expression profile and shared association to a miRNAs set, but with gene-specific predominant expression in various cells and increased relative association to defined miRNAs. Congruent with their spatio-temporal coincidence and regardless of *alg-1/2* drastic post-embryonic differences, only loss of both genes leads to embryonic lethality. Embryos without zygotic *alg-1/2* predominantly arrest during the morphogenetic process of elongation with defects in the epidermal-muscle attachment structures. Altogether our results highlight similarities and specificities of the *alg-1/2* likely to be explained at different cellular and molecular levels.

## Introduction

Argonaute family proteins are defined by the presence of the PAZ domain which contributes to the binding of small (21–32 nucleotide long) RNA molecules and the PIWI domain that confers the endonuclease enzymatic activity present in some members of the Argonautes family [1]. This protein family is conserved from archaea to eukarya, and largely expanded in some plants and animals. Distinct kinds of small RNAs are bound by Argonautes which participate in viral defence [2], post-transcriptional gene regulation [3] and transposon silencing [4], [5], processes which in turn affect somatic and germline development.

In the nematode *C. elegans*, the Argonaute family comprises 24 genes and 2 pseudogenes, which partition into three groups, the Argonaute-like (AGO-like), the Piwi-like and a nematode-specific clade [1]. The genes *alg-1* and *alg-2* (hereafter, both referred to as “*alg-1/2*”) belong to the conserved AGO-like clade, which includes the fly *D. melanogaster* Ago1 and Ago2, and four mammalian Argonautes, AGO1-4. *Alg-1/2* have been shown to be required for the miRNA pathway but not for exo-RNAi [6], while the fly and mammalian AGOs are differentially required for both RNAi and the miRNA pathway [7], [8], [9]. Two additional *C. elegans* Argonautes in the same clade, *alg-3* and *alg-4*, are required for the accumulation of 26-nt long endogenous RNAs and affiliate to a separate endo-RNAi pathway [10].

The canonical miRNA pathway involves the processing of a primary RNA molecule by the RNase III enzyme Drosha, to produce a stem-loop precursor molecule which is next cleaved by the Dicer enzyme to release a small double-stranded RNA moiety (21–23 nt). One of strands from this small duplex will then be loaded into the Argonaute protein, forming the core complex that targets the 3′ untranslated region (UTR) of mRNAs with sequence specificity to elicit post-transcriptional gene silencing [3].

In distinct organisms, multiple Argonautes are involved in the miRNA pathway. In mammals, ectopic expression of the AGO1-4 Argonautes is able to provide miRNA function in cells [8], while fly Ago1 is typically loaded with most miRNAs, some specific ones are bound by Ago2 [9], [11]. The presence of several Argonautes in the miRNA pathway implies possible redundant and specialized functions, an aspect still incompletely understood. In this report, we describe the expression and embryonic phenotypes of *C. elegans alg-1/2* along with their post-embryonic miRNA interaction profiles with the purpose of providing insights into the shared and the non-redundant functions of the Argonautes of the miRNA pathway.

## Results

### Structural features of ALG-1 and ALG-2

The *C. elegans* genes *alg-1* and *alg-2* encode two Argonaute proteins with high amino acid sequence similarity (81%; Fig. 1A). The PAZ, PIWI and C-terminal regions of the ALG-1/2 are highly conserved, while the N-terminal region is constituted of amino acids specific to each Argonaute, especially prominent in ALG-1. The N-terminus is involved in protein interactions which confer specificity to ALG-1 [12].

**Figure 1:**
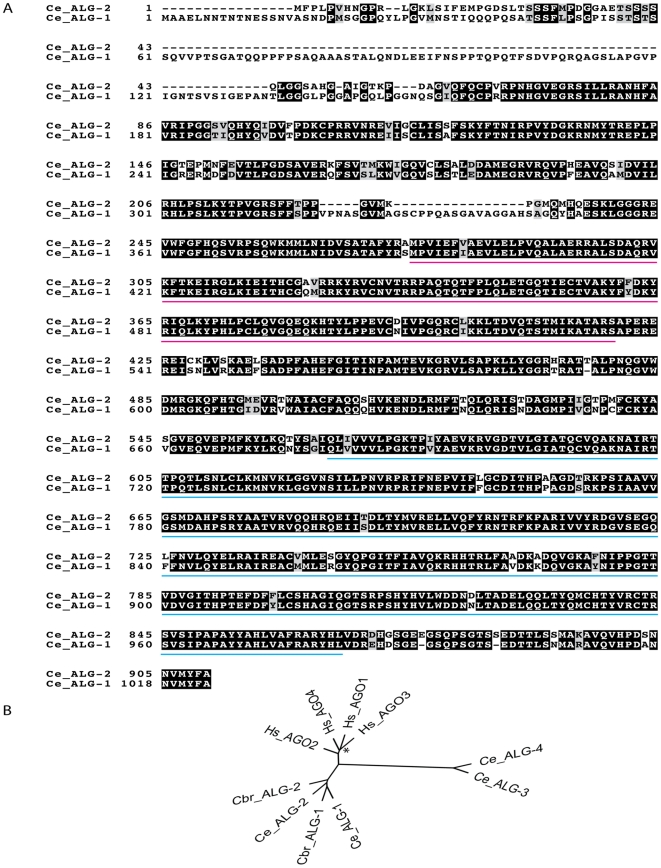
The *C. elegans* microRNA Argonautes *alg-1* and *alg-2*. (**A**) Amino acid sequence alignment between ALG-1 and ALG-2 proteins (77% identity and 81% similarity). Identical (black) and similar (grey) residues as well as the PAZ (pink) and PIWI (blue) signature domains are indicated. (**B**) Neighbor joining tree of nematodes and human AGO-clade Argonautes based on the conserved sites from an alignment of full length protein sequences. With the exception of human AGO1 and AGO3 (*), all the subtrees are robustly significant (higher than 95% bootstrap; 500 trials). Ce, *Caenorhabditis elegans*; Cb, *Caenorhabditis briggsae*; Hs, *Homo sapiens*.

The highly conserved orthologs of both genes that are readily identified in other *Caenorhabditis* species (Fig. 1B) along with the high *alg-1* and *alg-2* DNA sequence similarity, indicates that these genes most probably arose by recent gene duplication as previously suggested by Grishok and collaborators [6].

### Expression pattern of ALG-1 and ALG-2

In order to investigate functional differences between *alg-1* and *alg-2*, we first examined their expression pattern using functional translational reporters containing both ALG-1 and ALG-2 tagged with GFP or RFP, preserving their endogenous promoters and UTRs in the respective mutant backgrounds. For simplicity, we refer to the GFP::ALG-2 and RFP::ALG-1 reporters as ALG-2 and ALG-1, respectively. Both Argonautes were found to be broadly expressed in most tissues, but their expression patterns were not completely overlapping. Subsets of neurons in the head ganglia expressed predominantly ALG-2, while the pharynx more prominently expressed ALG-1 (Fig. 2). Cells in the tail also displayed specific expression. Nonetheless, both Argonautes are expressed together in tissues including the vulva, seam cells, ventral nerve chord and somatic gonad (Fig. 2, Table 1, Fig. S1 and Fig. S2). Identical ALG-1 expression was also observed for the common tissues examined by Chan and Slack using similar translational reporter [13]. To confirm that the expression pattern observed with chromosomal arrays reflects the expression of endogenous protein, we performed a whole-worm immunostainings using a polyclonal antibody raised against the ALG-1 specific N-terminus region (ALG-2 specific antibody is not yet available). The endogenous ALG-1 expression was confirmed for the pharynx and head neurons (Fig. S3) further supporting the expression pattern observed with transgenic lines.

**Figure 2:**
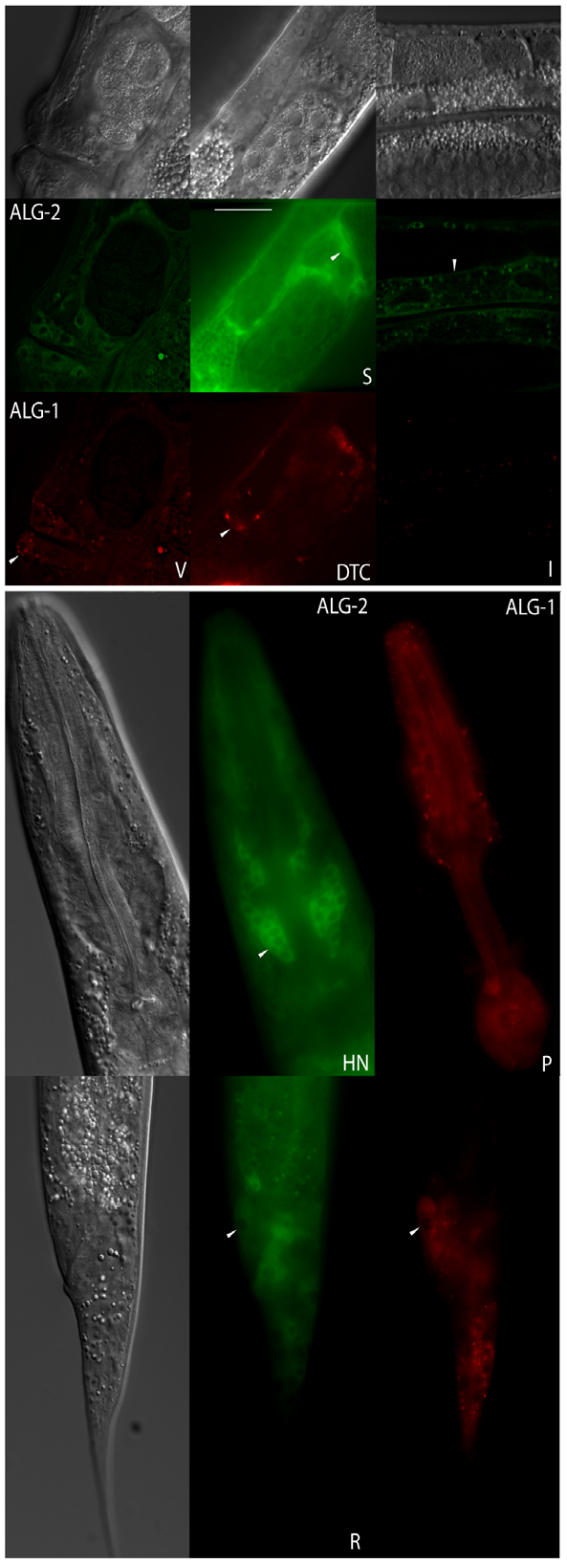
ALG-1 and ALG-2 expression profile in adult worms. **Top panel:** GFP::ALG-2 and RFP::ALG-1 are co-expressed in most tissues including vulva (V) and spermatheca (S). **Bottom panel:** Predominant GFP::ALG-2 expression is seen in a set of head neurons (HN) and tail cells (T) while RFP::ALG-1 is strongly expressed in the pharynx (P) and some tail cells (T). Scale bar 20 µm.

**Table 1:** Summary of ALG-1 and ALG-2 expression in different organs and tissues.

Tissue	Abbrev.	ALG-1	ALG-2
Intestine	I	+	+
Pharynx	P	+	−
Head Hypodermis	HH	+	+
Body Hypodermis	BH	+	+
Tail Hypodermis	TH	+	+
Seam cells	SC	+	+
Excretory system	X	+	+
Spermatheca	S	+	+
Distal Tip Cells	DTC	+	+
Uterus	U	+	+
Gonadal Sheath	GS	+	+
Vulva	V	+	+
Body Neurons	BN	+	+
Head Neurons	HN	−	+
Tail Neurons	TN	+	+
Body Muscle	BM	+	+
Rectum	R	+	+

Fluorescence intensity is indicated as + to indicate a discernible signal, and – if signal was not clearly discernible from background fluorescence.

We next examined the ALG-1/2 expression in distinct *C. elegans* stages. Examination of the ALG-1/2 expression during larval development did not reveal differences in expression during the four larval stages and adults (Fig. 3). However, during embryogenesis the onset of zygotic expression was distinct. ALG-2 started to be expressed from pre-morphogenetic embryonic stages while ALG-1 is first detected at the beginning of the morphogenetic phase (Fig. 4). Altogether, our data indicated that the ALG-1/2 expression patterns are spatially and temporally overlapping with some specific tissues where one of the Argonautes is predominantly expressed.

**Figure 3:**
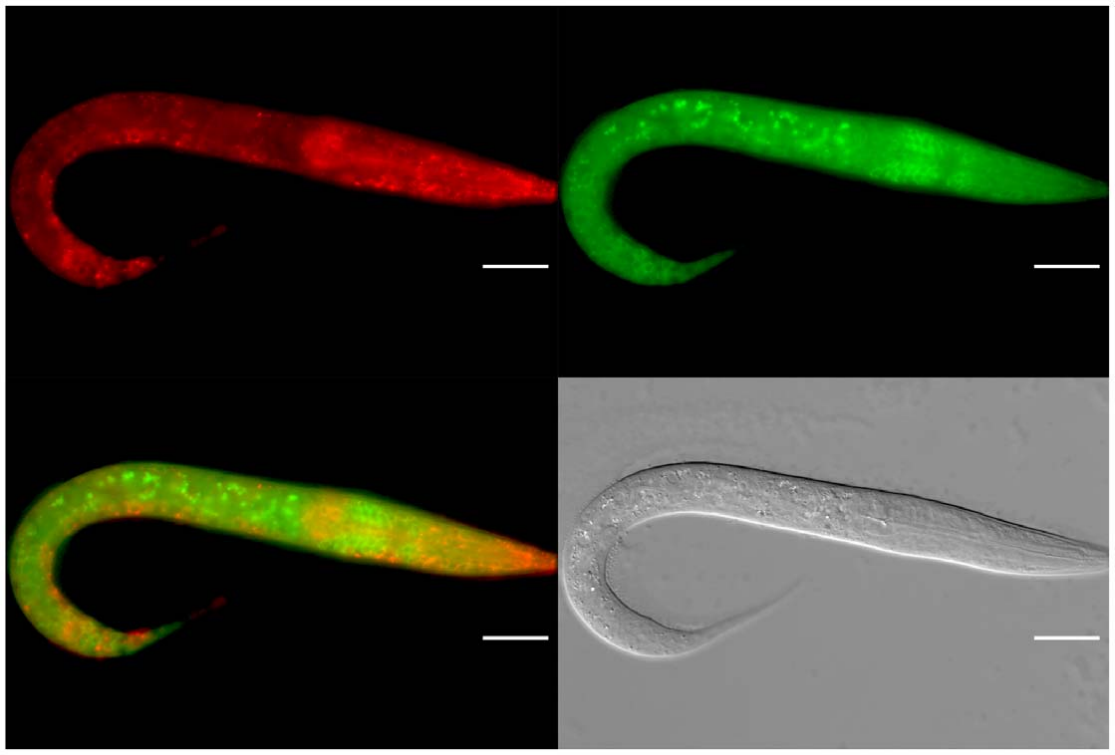
Profile of ALG-1 and ALG-2 expression in larval stage. Expression profile of GFP::ALG-2 and RFP::ALG-1 as seen in the L1 larval stage. Subsequent larval stages (L2 to L4) and adults display the same expression profile (not shown). Scale bar 20 µm.

**Figure 4:**
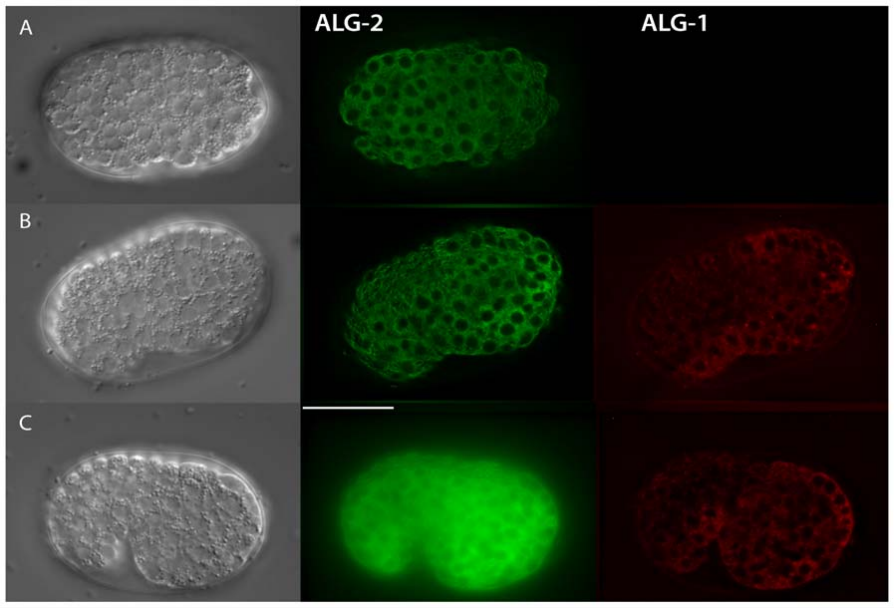
Embryonic ALG-1 and ALG-2 expression. The expression onset of GFP::ALG-2 and RFP::ALG-1 differs. RFP::ALG-1 fluorescence is first detected at the beginning of the morphogenetic phase (B). Scale bar 20 µm.

### microRNA interactions with ALG-1 and ALG-2

To complement the ALG-1/2 expression patterns, we studied the association of a set of miRNAs with ALG-1 and ALG-2 throughout the four larval stages (L1–L4). To achieve this, we first immunoprecipitated ALG-1 and ALG-2 complexes from synchronized larval populations of transgenic worms expressing either ALG-1 or GFP::ALG-2 functional integrated transgenes (Fig. S4). 

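Small RNA from 4 kinds of immunoprecipitation (IP) was measured at the 4 larval stages on 16 single-colour miRNA arrays, with 1 array for each IP and stage. The ALG-1 IP and its control, from lysate of the alg-1(gk214) mutant, used an antibody against ALG-1. The GFP::ALG-2 IP and its control, from lysate of wild-type N2 animals, the standard laboratory strain, used an antibody against GFP. The animals of the GFP::ALG-2 IP were alg-2 mutants that carried GFP::ALG-2. Groups are named as the arrays are labelled. The array profiles, given below, leave open that labels of an IP and its control were exchanged, so every direction rests on the labels. For the ALG-1 IP the paper describes transgenic animals, whereas the sample labels give wild type, and the paper and the labels name different suppliers of the anti-GFP antibody. Each lysate held 4 mg of protein according to the paper. Every array carried 96 probes in 8 spots each, and the files give the probes as numbers (emc01 to emc96) and do not pair them with miRNA names, so that no miRNA can be named for a value. The authors scanned the arrays at 1 setting of the scanner and deposited spot intensities with the local background subtracted and no normalization between arrays. From these, the background was corrected further with limma's normexp method and an offset of 50, log2 values were taken, and the spots of each probe were averaged. A probe was called detected on an array where, on average over its spots, at least 50% of the pixels lay more than 2 SD above the local background. There was no second array for any IP and stage, so no difference within a stage can be tested, and in tests across stages the 4 stages stand in for replicates. The small number of arrays limits the precision of every value.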

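The arrays labelled as the control IP of ALG-1, from animals that lack ALG-1, were the brightest as a group. Their median probe intensity was 203 to 1655, with a median over the 4 stages of 937, and 22 to 79 of the 96 probes were detected. The ALG-1 IP arrays had median intensities of 85.8 to 230.0 and 7 to 22 detected probes, and the GFP::ALG-2 IP arrays 55.0 to 119 and 5 to 14. The control IP of GFP::ALG-2 lay at 61.3 to 438, with 2 to 22 detected probes. On the log2 scale the ALG-1 control arrays were brighter than the ALG-1 IP arrays at 4 of 4 stages, but the groups did not separate in a two-sided exact permutation test (p = 0.0571, where 4 arrays against 4 can reach 0.0286).

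**Figure D1:**
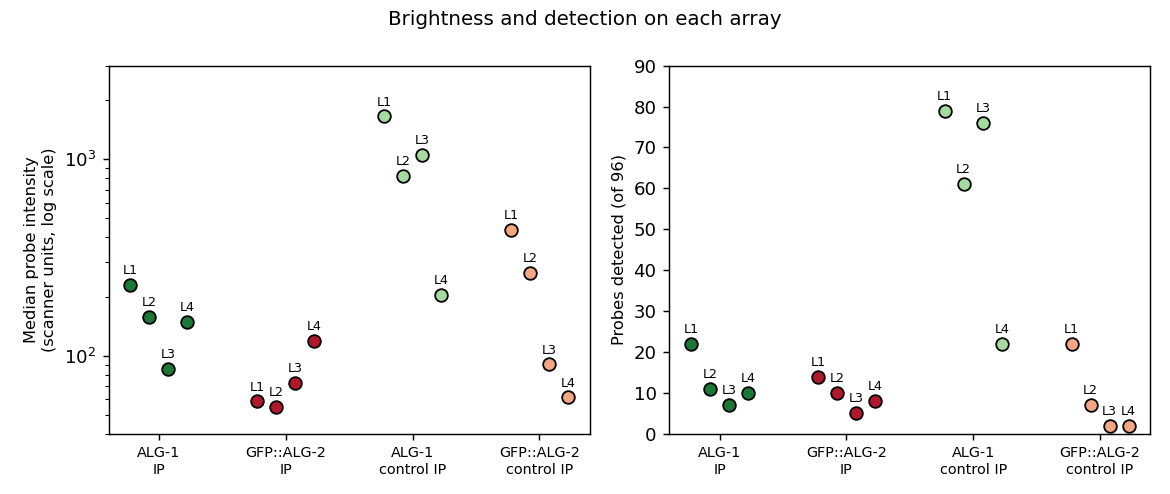
Median probe intensity on a log axis (left) and number of detected probes of 96 (right) for each of the 16 arrays. Each point is 1 array, marked with its larval stage, and the 4 groups are the IPs and their controls. The ALG-1 control arrays of L1, L2 and L3 stand highest, with 79, 61 and 76 detected probes.

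Of 10 probes detected on at least 4 of the 8 IP arrays, 5 were lower with the ALG-1 IP than with its control and 0 were higher (limma, adjusted p under 0.05, without normalization between arrays; 5 had an unadjusted p under 0.05). Probe emc30 had a log2 intensity of 8.47 ± 0.24 (SD, n = 4 stages) with the ALG-1 IP and 13.56 ± 1.28 with its control, a difference of -5.10 (standard error 0.59, limma adjusted p = 1.09e-07). The difference was -3.42 with median centring, -2.45 in the authors' processed values and -1.91 with quantile normalization, and its size is uncertain as well because emc30 was detected on 1 of the 4 ALG-1 IP arrays. With the GFP::ALG-2 IP, 2 of the 10 probes were higher than with its control and 3 were lower. Probe emc30 was detected on all 4 GFP::ALG-2 IP arrays and on none of the control arrays, and was at least 4.09-fold higher (limma adjusted p = 0.00018). The bound sets the mean of the brighter group against the lowest detected signal on each array of the other. The direction for ALG-1 depended on the scaling, since with quantile normalization, and in the authors' processed values, 5 probes were higher and 2 lower, and with median centring 5 and 4. Without L4, 8 probes were lower and 0 higher (limma). For GFP::ALG-2 the split was 2 higher and 5 lower with quantile normalization and 4 and 4 with centring, and leaving out L1 or L2 left 2 calls, both higher. All control arrays were scanned on 1 day and all IP arrays on the next, so scan day and IP cannot be told apart in these comparisons.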

We next purified small RNAs from ALG-1/2 complexes and determined miRNA association by microarrays. 

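The control IPs differed from each other at all 10 probes tested, with 5 higher in the ALG-1 control and 5 higher in the GFP::ALG-2 control (limma, adjusted p under 0.05, each array centred on its median over these probes). Probe emc30 was at least 6.10-fold higher in the ALG-1 control, at 4 of 4 stages (limma adjusted p = 2.44e-05). Probe emc88 was lower there, also at 4 of 4 stages, with a log2 difference of -1.85 (standard error 0.49, limma adjusted p = 0.00239) that turned to 0.24 without normalization (limma adjusted p = 0.785, with a range of 0.000512 to 0.785 over all alternatives). Quantile normalization and centring on the 75th percentile each gave 2 probes higher and 5 lower, and without normalization 5 were higher and 0 lower.
Between the IPs, 7 of the 10 probes differed across stages, 4 towards ALG-1 and 3 towards ALG-2. The detection filter favours such calls, since a probe detected on the 4 arrays of either IP alone is admitted. Among the 7, only emc04 was detected on more than 1 array of each IP. Without the filter, 39 of the 96 probes differed. Probe emc30 had a centred log2 value of -0.73 ± 0.42 (SD, n = 4 stages) with the ALG-1 IP and 2.32 ± 1.36 with the GFP::ALG-2 IP, a difference of -3.05 (standard error 0.51, limma adjusted p = 0.000129). It was detected on 1 of the 4 ALG-1 IP arrays, so the size of this difference is set mostly against signal below detection. It was -2.05 with quantile normalization, -2.36 with the 75th percentile and -2.43 without L1. In the other direction, probe emc05 was higher with ALG-1 at 4 of 4 stages, by 1.40 (standard error 0.31, limma adjusted p = 0.000938), but was detected on 1 of the 4 GFP::ALG-2 IP arrays, with the same limit. Its difference was 1.18 without L3 and 2.09 with the 75th percentile. The 3 other probes towards ALG-1 were detected on no GFP::ALG-2 IP array, and no fold is given for them. The split was 5 and 2 with quantile normalization or the 75th percentile, and 4 and 2 without normalization.
The difference between the control IPs ran against that between the IPs, with a Pearson's r of -0.65 between them over the 96 probes. Over these probes, the ALG-1 IP profile had a mean Spearman rho of 0.82 with the GFP::ALG-2 control over the 4 stages and of 0.32 with the GFP::ALG-2 IP, and the GFP::ALG-2 IP profile one of 0.75 with the ALG-1 control. Probes are not independent replicates.

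**Figure D2:**
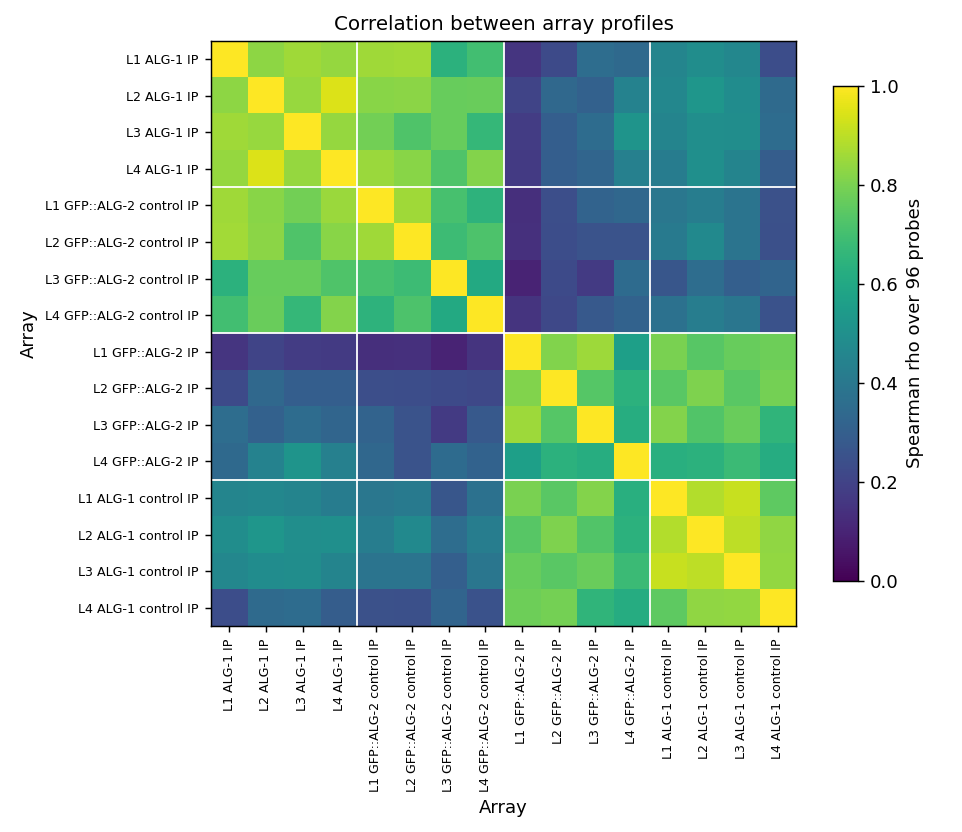
Spearman rho over 96 probes between each pair of the 16 arrays, on a colour scale from 0 to 1. White lines part the 4 groups. Within a stage, rho was 0.77 to 0.86 between the ALG-1 IP and the GFP::ALG-2 control IP and 0.15 to 0.43 between the IPs.

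Stage by stage, 21 of 33 probes detected with either IP lay beyond 2-fold at L1, 15 of 18 at L2, 6 of 11 at L3 and 10 of 14 at L4. Towards ALG-1 there were 7, 8, 2 and 6 at the respective stages, and towards ALG-2 14, 7, 4 and 4. Of the probes beyond 2-fold, 2 at L1 and 0 at the other stages were detected on both arrays compared, and for the rest 1 of the signals compared is below detection. Before centring, the bound was at least 2-fold for 9, 4, 4 and 2 probes, and relative to the median ratio of the stage for 11, 6, 4 and 2. Probe emc31 at L1 was at least 10.9-fold higher with GFP::ALG-2 before centring, and at least 25.3-fold relative to the median ratio.
The SD of the centred log2 ratios was 2.38 at L1 (95% bootstrap interval over probes 1.97 to 2.66), 2.39 at L2 (1.86 to 2.72), 1.82 at L3 (1.17 to 2.18) and 1.71 at L4 (1.23 to 2.01). The mean SD of L1 and L4 was 0.97 times that of L2 and L3 (interval 0.80 to 1.23). The same probes had SDs of 1.68, 1.94, 1.93 and 2.01 between the control IPs. The intervals cover the choice of probes only.

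**Figure D3:**
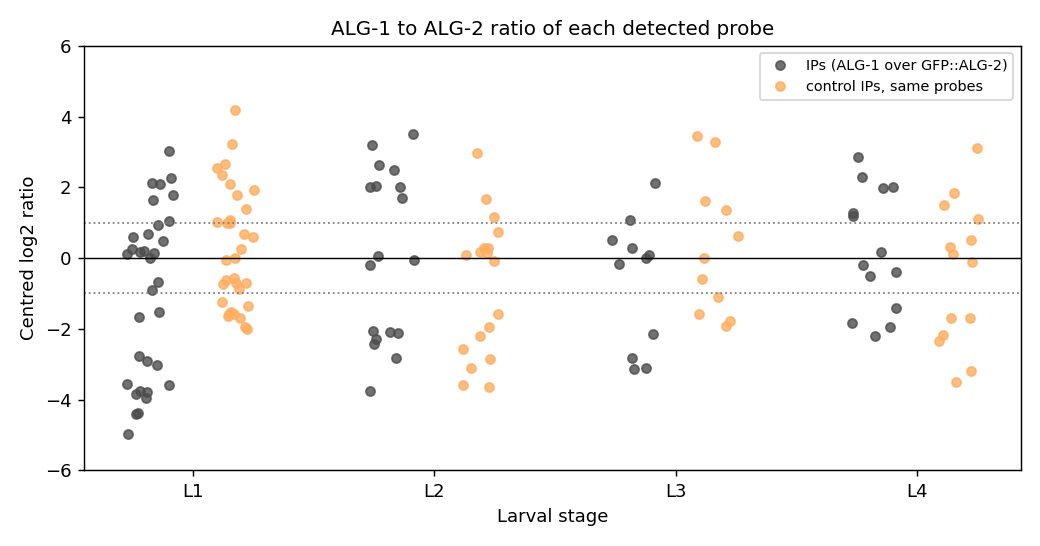
Centred log2 ratio of ALG-1 over GFP::ALG-2 for each probe detected with either IP, at each larval stage, for the IPs (dark points) and the control IPs (orange points). Each point is 1 probe, and dotted lines mark 2-fold. The ratios of the IPs extend from -4.99 to 3.04 at L1 and from -2.19 to 2.87 at L4.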

While control immunoprecipitations do not show significant difference in miRNA association (data not shown), at each stage of development, we detected a number of miRNAs associated preferentially to ALG-1 or ALG-2 and notably this preferential association was higher in the L1 and L4 stages compared to the L2/L3 stages (Fig. 5). 

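The ratios of ALG-1 over ALG-2 were alike between stages. Across the probes detected at both stages, Pearson's r was 0.97 between L1 and L2 (18 probes), 0.93 between L2 and L4 (14 probes), 0.89 between L1 and L4 (14 probes), 0.88 between L1 and L3 (11 probes) and 0.85 between L2 and L3 (10 probes). In two-sided permutation tests, p was 1e-05, 2e-05 and 3e-05 for the first 3 of these, where 1e-05 is the smallest the permutations can give, and 0.00127 for L1 and L3 and 0.00245 for L2 and L3. Adjusted over the 6 pairs of stages, the permutation p was 6e-05 for the first 3, then 0.0019 and 0.00294. These are correlations across probes, which are not independent replicates. Between L3 and L4, r was 0.65 over 9 probes (exact permutation test, p = 0.0601 and adjusted p = 0.0601), and 0.77 in the authors' processed values, where it passed (permutation test, adjusted p = 0.0149). Spearman's rho ran from 0.62 to 0.93, and L2 with L3 and L3 with L4 did not pass with it (permutation tests, adjusted p = 0.0523 and 0.0857). The ratios between the control IPs had r of 0.93 to 0.98 over the same probes. These sets admit a probe detected with 1 IP alone. Over all 96 probes, without this filter, r was lower, at 0.62 to 0.86 for the IPs and 0.74 to 0.88 for the control IPs.
Of 9 probes detected with either IP at every stage, 6 kept their direction at all 4, 4 towards ALG-1 and 2 towards ALG-2, where equal chances would give 12.5%. Over all 96 probes 53 did so. In the fits across stages, where each array is centred, the IPs differed in the same direction at all 4 stages for 6 of the 10 probes tested. The control IPs did so for 10 of these 10. Over the 96 probes the counts were 57 for the IPs and 67 for the control IPs, so a constant direction was not particular to the IPs. No probe of the 96 lay beyond 2-fold in both directions at different stages. The ratio was towards ALG-1 at L1 and L3 and towards ALG-2 at L2 and L4 for 5 of the 96 probes when centred over all of them, each within 2-fold at every stage. Centred over the detected probes, 0 of the 9 had this pattern. A switch between L2 and L3, with L1 like L2 and L4 like L3, was shown by 0 of the 96 probes in either direction. The files do not pair probes with miRNAs, so the values of single named miRNAs are not given.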

The relative association of miRNAs to the Argonautes at each developmental stage followed a trend of conservation at other stages, but for some miRNAs it changed dramatically during development (*e.g.* miR-44 in L1 and L3 stages associates more with ALG-1 while at L2 and L4 it does with ALG-2, miR-253 switched its relative association from the L1/L2 stages to L3/L4). Therefore, our analysis indicates that while ALG-1/2 largely bind to the same set of miRNAs, the association of specific miRNAs to either Argonaute supports the existence of specificity at the molecular or cellular level that follows specific dynamics during development.

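Few probes were detected with both IPs at a given stage. At L1, 22 probes were detected with the ALG-1 IP, 14 with the GFP::ALG-2 IP and 3 with both, where independent sets would share 3.21 (two-sided Fisher's exact test over 96 probes, p = 1). At L4 they were 10, 8 and 4, against 0.83 by chance (p = 0.00356 in the same exact test). At L2, 3 of 11 and 10 probes were shared (exact p = 0.0864), and at L3, 1 of 7 and 5 (exact p = 0.321). Probes are not independent replicates, and with so few probes above background a probe detected with 1 IP alone is not shown to be missing from the other. From its analysis the paper concludes that ALG-1 and ALG-2 largely share the miRNAs they bind, and from the association of single miRNAs with either Argonaute it proposes a specificity, molecular or cellular, that changes during development.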

**Figure 5:**
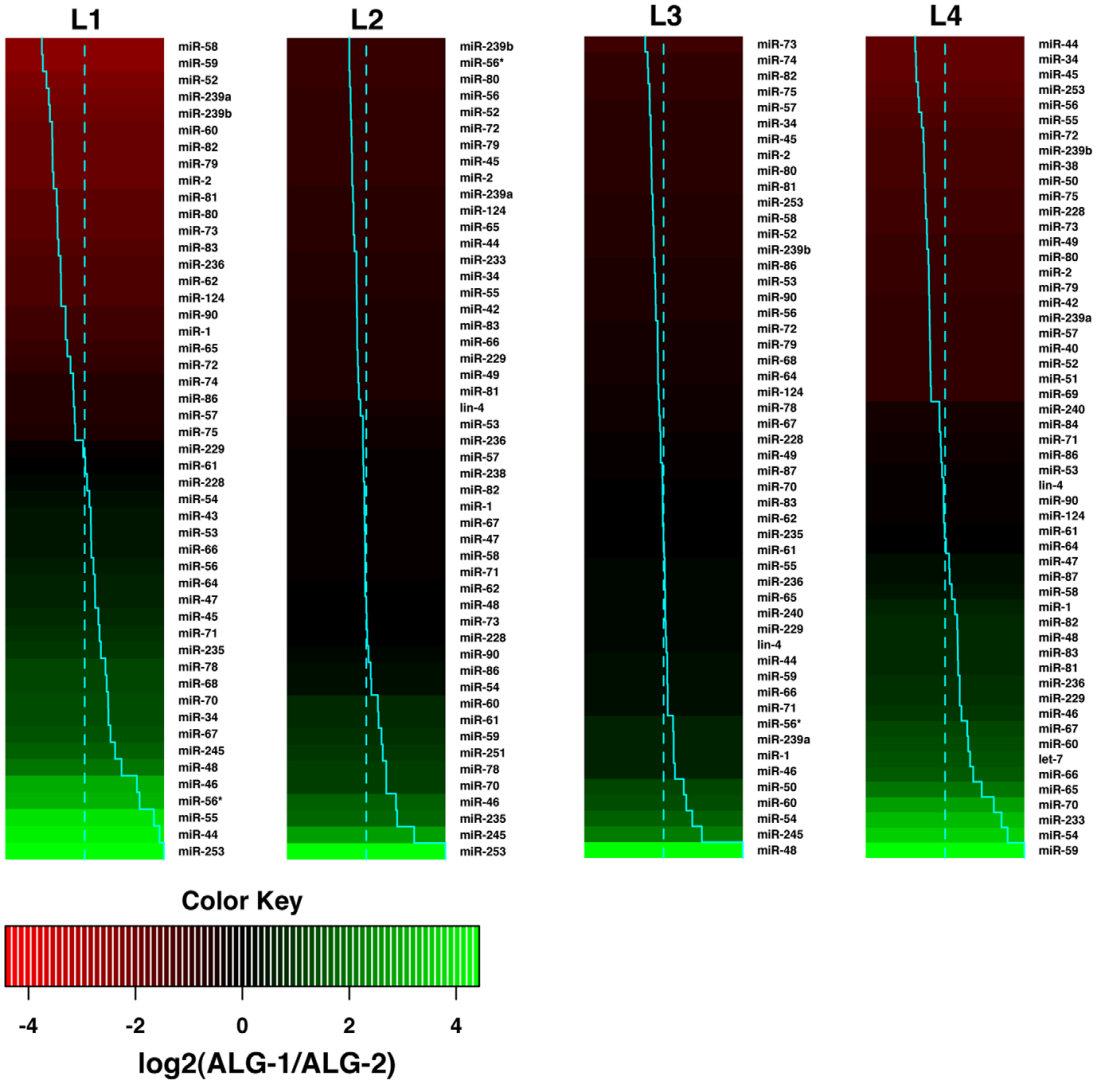
Relative microRNA association with ALG-1 and ALG-2. Heatmaps representing the ratios of ALG-1 to ALG-2 associated miRNAs at the larval stages indicated as estimated from miRNA microarrays (towards red: stronger association to ALG-2, towards green: stronger association to ALG-1). miRNA expression data were filtered for robustly expressed miRNAs. Ratios were log2 transformed, centered and normalized for each column. The distance of the solid blue line from the center of each color-cell is proportional to the ratio. Mean ratio indicated as dotted blue line.

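The paper's text gives no limit for robust expression. Of the 96 probes, 14 were detected on none of the 16 arrays, and 58.6% of all spots were marked as not found by the scanner software. Counting a probe where at least 4 of its 8 spots were found, a rule chosen after the values had been seen, gave 67 probes for the ratio at L1, 43 at L2, 30 at L3 and 42 at L4.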

### ALG-1/2 are required for embryonic morphogenesis

Although *alg-1* and *alg-2* are highly similar at the sequence level and have mostly overlapping expression patterns, mutants of these Argonautes differ substantially in their phenotypes. Comparison of putative null alleles, reveals that *alg-1(gk214)* mutants have lesser growth and fertility compared to *alg-2(ok304)* [14] and much more penetrant miRNA-related phenotypes like gapped alae (*alg-1* 24%, *alg-2* 0%, n = 60) and bursting through the vulva (*alg-1* 27%, *alg-2* 0%, n = 40). Besides these post-embryonic phenotypes, neither *alg-1(gk214)* or *alg-2(ok304)* have detectable embryonic lethality under standard growth conditions. To further precise the two Argonautes embryonic phenotypes, a balanced strain with deletion alleles of both genes was constructed (*alg-2(ok304)*; *alg-1(gk214)*/*unc-84(e1410)*). The strain segregated the expected genotypes but no homozygous *alg-2(ok304)*; *alg-1(gk214)* double mutants (hereafter referred to as double mutants) were ever found as viable worms. Indeed, homozygous double mutants arrested as embryos, consistent with the phenotype observed in simultaneous RNAi knockdown of *alg- 1* and *alg-2* [6].

The embryonic arrest of the double mutant indicates that at least one of the two Argonautes has to be zygotically expressed in the embryo to allow complete development. The double mutant predominantly arrested at the 2-fold stage of development at 15 and 25°C (Fig. 6 and data not shown). This stage is part of the morphogenetic phase of development, which follows after most embryonic cell divisions have taken place and comprises major shape changes and completion of organogenesis. The fraction of embryos that arrested either after complete elongation or before morphogenesis is possibly due to incomplete penetrance and variation of the maternally contributed ALG-1 and ALG-2.

**Figure 6:**
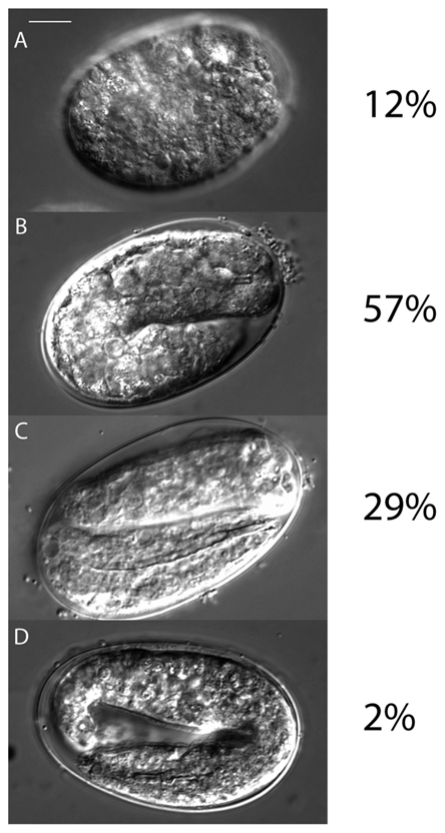
ALG-1 and ALG-2 are required for *C. elegans* embryonic development. Statistics of embryonic arrest at 15°C (n = 272). Freshly layed eggs on petri dishes were examined after a period of 12 h. A major fraction of double mutant embryos arrest during the morphogenetic phase of development (**B–D**), mainly at the 2-fold stage (**B**).

To further characterize the embryonic requirement of *alg-1/2*, time-lapse microscopic recordings were conducted. We did not detect developmental defects in the double mutants before the 2-fold stage, and the recordings revealed no evident difference in developmental timing between the double mutant embryos and their viable siblings prior to the 2-fold stage were arrest occurred (Fig. 7 and Movie S1). This supports that the 2-fold arrest is likely caused by the disruption of one or various morphogenetic processes taking place and not the consequence of an earlier embryonic defect.

**Figure 7:**
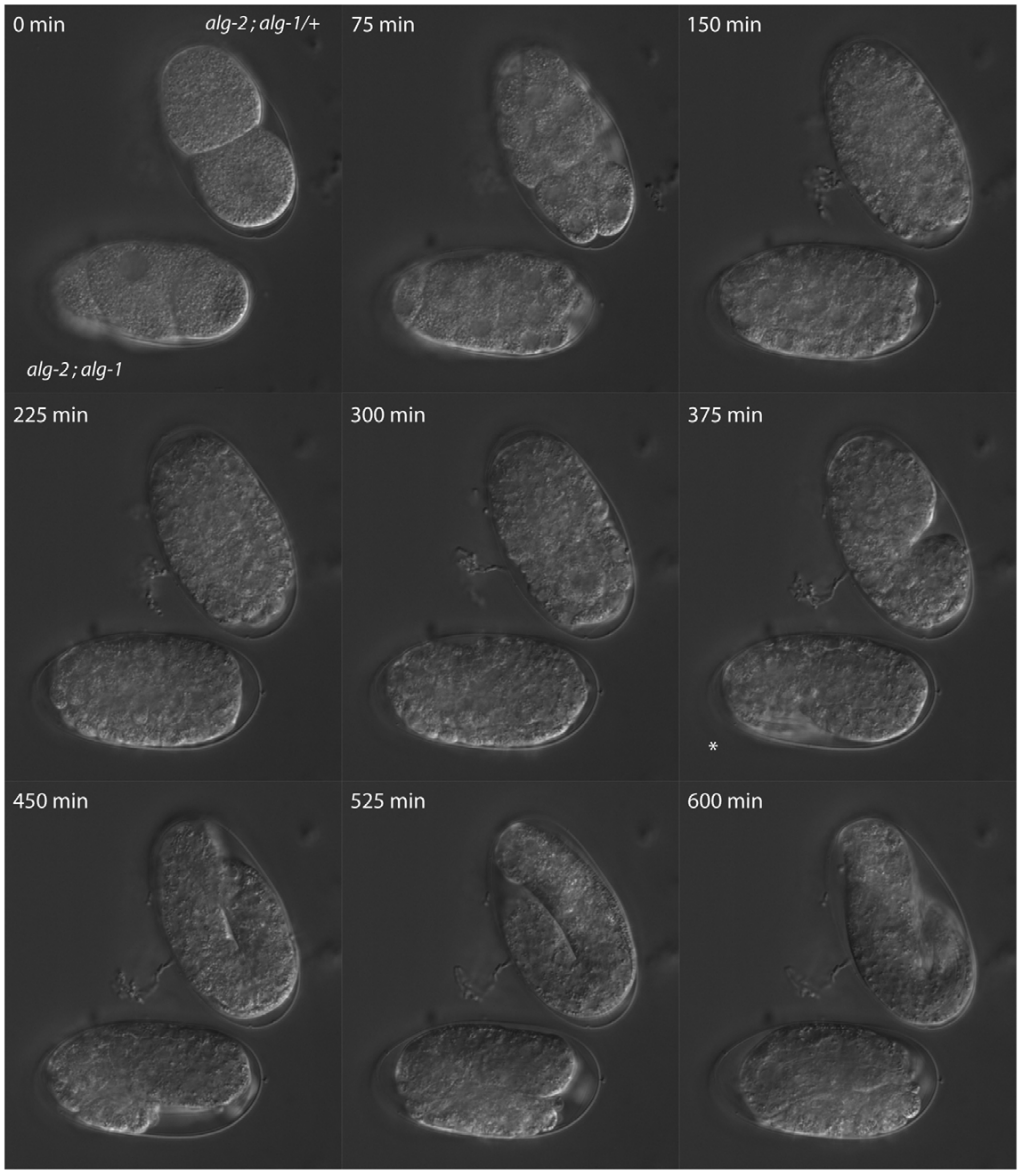
Developmental timing of double *alg-1/2* mutant and siblings. Time-lapse microscopy of *C. elegans* embryos. Both embryos proceed through development at similar rates until the morphogenetic phase (375 min) were the *alg-2(ok304); alg-1(gk214)* double mutant arrest (asterisk). Viable siblings were able to proceed development normally. The double mutant embryos are not paralyzed and are able to twitch (see Movie S1).

### ALG-1 and ALG-2 requirement in epidermal cytoskeleton and muscle development

The observed embryonic arrest may reflect an impairment of one or several of the process taking place during the morphogenetic phase of development, namely epidermal migration, ventral enclosure and elongation [15]. During this phase, the epidermal cells, initially located in the embryonic dorsal part, intercalate and extend around the embryo towards the ventral side and fully enclose it. Upon completion of epidermal enclosure, embryos continue to elongate anteroposteriorly, a process whereby epidermal and muscle cells actively drive the constriction of the embryo along its cross-section. Examination of the epidermal adherens junctions, as judged by staining with the junction-specific monoclonal antibody MH27, did not reveal any apparent epithelial polarity defect and revealed a minor epidermal cell shape defect commonly found in embryos with partial or severe muscle defects (data not shown). Consistent with DIC pictures (Fig. 6), embryos could not elongate much beyond the two-fold stage resulting in slightly deformed embryos (Fig. 8B). Thus, proper epidermal specification, dorsal intercalation and ventral enclosure are achieved in the double mutant embryos with very few exceptions.

**Figure 8:**
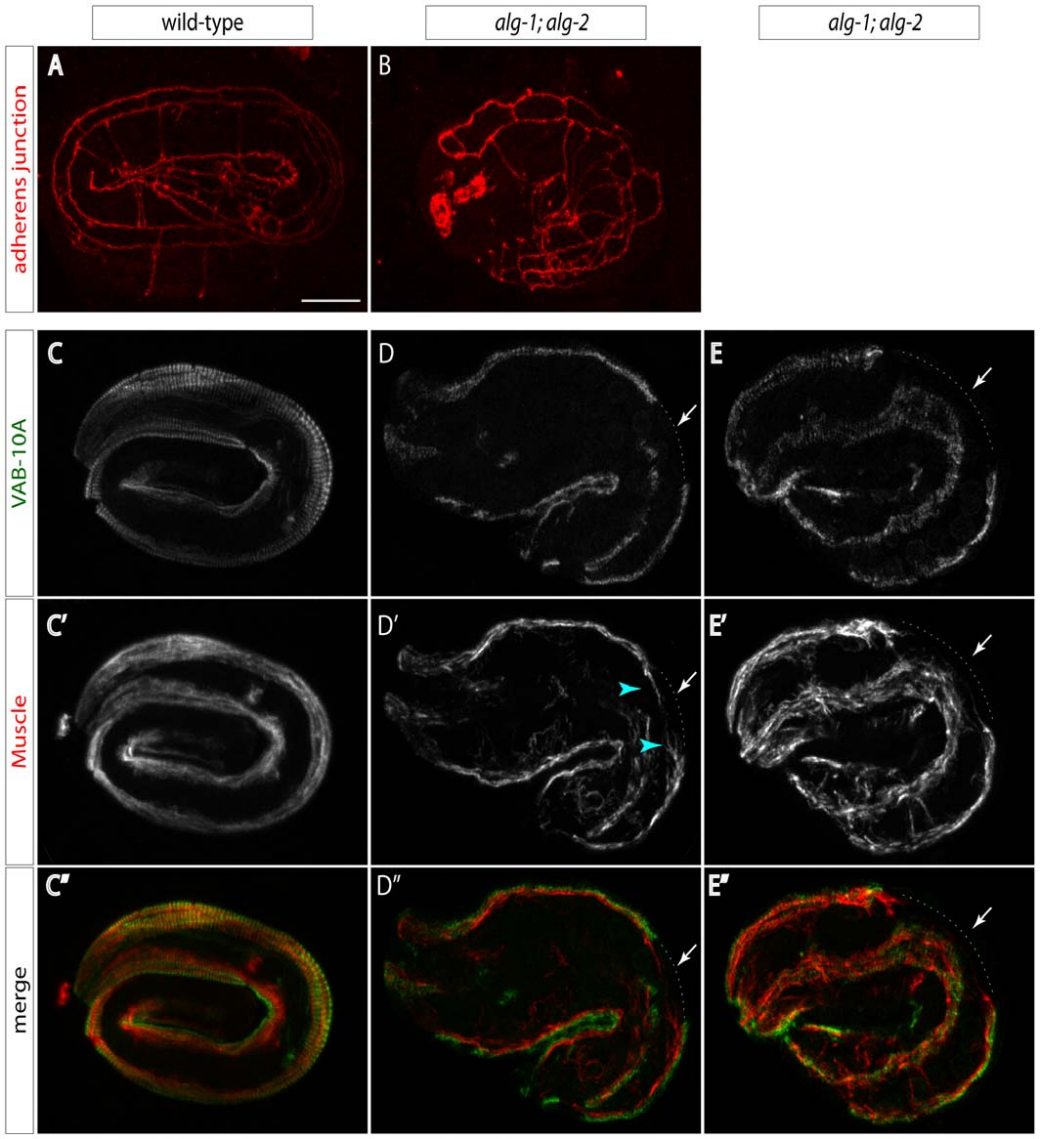
ALG-1/2 function is required to maintain muscles and the epidermis. (**A–B**) Embryos collected between 6–8 hours post egg-laying at 25°C and stained with the antibodies MH27 (adherens junction). The *alg-1; alg-2* mutant embryo did not progress beyond the two-fold stage, yet has grossly normal junctions. (**C–E**) Embryos collected between 6–8 hours post egg-laying at 25°C and stained with the antibodies 4F2 (VAB-10A; C–E) and NE8/4C6 (muscle; C′–E′); merge picture (C″–E″). Arrow, are where the fibrous organelle (D–E) and muscle (D′–E′) pattern is partially interrupted; in addition, muscles do not closely follow the body wall in this area (they should be closer to the blue dotted line; see blue arrowheads). Embryos did not elongate beyond the two-fold stage.

The elongation process depends on the concerted epidermal and muscle function, and both tissues connect through specialized junctions containing hemidesmosomes and intermediate filaments (known as fibrous organelles) [16]. To investigate their integrity, we co-stained embryos from *alg-2(ok304)*; *alg-1(gk214)*/*unc-84(e1410)* parents with a hemidesmosome marker (antibodies against VAB-10A protein) and a monoclonal antibody against a muscle marker (NE8/4C6). We observed that fibrous organelles were interrupted, and that muscles appeared to detach from the body wall in those areas in most putative *alg-2(ok304)*; *alg-1(gk214)* embryos: out of 80 embryos laid by heterozygous parents, 21 had elongation defects (putative double mutants), 18 of which also showed fibrous organelle and/or muscle defects (Fig. 8). However, fibrous organelle defects were not as severe as in very strong fibrous organelle mutants such as *vab-10* and *vab-19*, or in *vab-10(e698); eel-1(ok1575)* double mutants [17]. The muscle NE8/4C6 staining pattern was also less severe than in the most severe *pat* mutants which disrupt the attachment of myofibers to the muscle plasma membrane [18].

Altogether our immunofluorescence data are consistent with the time-lapse analysis and suggest that defective embryonic morphogenesis is the primary cause of lethality of the double mutant. The penetrant fibrous organelle defect is compatible with either disruption of a fibrous organelle component, or of a muscle component.

## Discussion

Our study indicates that the Argonaute encoding *alg-1* and *alg-2* genes have remarkable similarities that do not preclude major functional differences. Multiple resemblances include high sequence homology, overlapping expression patterns, partially coincident sets of bound miRNAs, and their redundant requirement for embryonic development. However, single mutant of these genes lead to very distinct phenotypes and effects on the miRNA pathway during worm post-embryonic stages. The more penetrant defects seen in *alg-1* mutants do not correlate with differences in the relative abundance of ALG-1/2, as judged by western analysis using antibody against the conserved region of ALG-1/2 ([19]; unpublished observations).

The detailed analysis of the expression pattern of *alg-1* and *alg-2* demonstrates that ALG-1/2 proteins are overlapping in many tissues, but a specific expression pattern is observed in a subset of head neurons, pharynx and specific cells in the tail. The embryonic onset of expression differs and leads to a pattern that remained constant from the first larval stage to adults. The differences in the *alg-1/2* expression patterns may result in part from transcriptional differences. Genome-wide analysis of the transcription factor PHA-4 has found that it binds to the *alg-1* promoter, while no significant binding is detected in the promoter (2 kb upstream from start site) of *alg-2* [20]. Thus, PHA-4 and additional transcription factors may contribute to the specificity of the *alg-1/2* expression in certain tissues.

In agreement with the observed expression overlap, miRNA profiling during the worm larval stages showed that ALG-1/2 bind the studied set of miRNAs coincidently although a preferential association is detected for some miRNAs. 

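Over the 4 stages together, 22 of the 96 probes were detected on at least 1 array of the ALG-1 IP and 17 on at least 1 array of the GFP::ALG-2 IP. They shared 6 probes, where independent sets would share 3.9 (two-sided Fisher's exact test, p = 0.208), while 16 were detected with the ALG-1 IP alone and 11 with the GFP::ALG-2 IP alone. The ALG-1 control IP detected 82 probes at some stage and the GFP::ALG-2 control IP 22. At L1, L2 and L3, every probe detected with the ALG-1 IP was detected with its control too, and at L4 6 of 10 were not. For the GFP::ALG-2 IP, 12 of 14 probes at L1, 9 of 10 at L2, 5 of 5 at L3 and 8 of 8 at L4 were not detected with its control. At L1 to L4, the ALG-1 control detected 79, 61, 76 and 22 of the 96 probes and the GFP::ALG-2 control 22, 7, 2 and 2. Most probes of any kind would thus be found with the former at L1 to L3 and missed with the latter, so these counts show no specific recovery.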

Similar miRNA-Argonaute associations have also been observed for human Argonautes in cultured cells [21]. This preferential association could arise in two ways, differential co-expression of Argonaute and miRNA in certain cells, or as result of molecular Argonaute-miRNA specificity. It should be noticed that observed preferential association of some miRNAs to ALG-1/2, does not constitute an exclusive association that would make specific miRNAs completely dependent on the presence of either ALG-1 or ALG-2.

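Probe emc04 was detected on all 8 IP arrays and was the only one to be so. Its centred log2 value was 0.41 ± 0.41 (SD, n = 4 stages) with the ALG-1 IP and 1.10 ± 0.47 with the GFP::ALG-2 IP, a difference of -0.69 (standard error 0.29, limma adjusted p = 0.0428). Without L1 the difference was -0.45 (limma adjusted p = 0.256), and with quantile normalization it was 0.16 (limma adjusted p = 0.588). Over all alternatives the limma adjusted p ran from 0.00235 to 0.996. Without normalization between arrays, emc04 was lower with the ALG-1 IP than with its control (log2 difference -2.22, limma adjusted p = 0.00281). With the GFP::ALG-2 IP it did not differ from its control (0.76, limma adjusted p = 0.322). It was detected on 4 of 4 ALG-1 control arrays and 2 of 4 GFP::ALG-2 control arrays, so its detection with both IPs shows no specific recovery. Probe emc30, brighter with GFP::ALG-2, was detected on 4 of 4 GFP::ALG-2 IP arrays and on 1 of 4 ALG-1 IP arrays. Probe emc05, brighter with ALG-1, was detected on 4 of 4 ALG-1 IP arrays and 1 of 4 GFP::ALG-2 IP arrays. Without normalization, emc30 was higher with the GFP::ALG-2 IP than with its control (at least 4.09-fold, limma adjusted p = 0.00018). With the ALG-1 IP, emc05 did not differ from its control (log2 difference -0.02, limma adjusted p = 0.98).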

In a first scenario, the co-expression of a specific Argonaute and miRNA could increase their relative association. The expression of many *C. elegans* miRNAs has been described [22], [23], [24] and ranges from highly specialized (*i.e. lsy-6*) to widely expressed. The presence of specific tissues where one of the *alg-1/2* is predominantly expressed, and the specialized expression seen in some miRNAs could dictate specific miRNA-ALG-1/2 interactions in certain cells or tissues. The correlation of miRNA and ALG-1/2 expression is subject to confounding effects given that the relative association we measured reflects the contribution of all the tissues were the miRNA is expressed. In few cases a correlation is straightforward, ALG-2 is predominantly expressed in neurons of the head ganglia, and it associates preferentially with the miR-72 miRNA that is expressed only in the head neurons [22].

Alternatively, molecular specificity may explain preferential miRNA-Argonaute association. The identity of the 5′ terminal nucleotide confers affinity on small RNAs for different plant Argonautes [25], and duplex mismatches sort out siRNA and miRNA in flies and *C. elegans* [26], [27], [28]. However, it is yet unknown what could determine the specificity of Argonaute proteins for particular miRNAs. The sequence and structure of miRNAs and their precursors molecules as well as Argonautes interactions with additional factors could potentially confer this specificity. This kind of features may potentially explain the relative association observed among ubiquitously expressed miRNAs such as miR-52 and miR-71 that are associated preferentially with ALG-2 and ALG-1, respectively.

Our observations also demonstrate that genetically, *alg-1/2* share functions during embryonic development. The embryonic lethality of the *alg-1/2* double mutant is not observed in single mutants of Dicer and Drosha, due to the fact that the maternal contribution of these enzymes of the microRNA pathway allows homozygous mutants to complete all developmental stages and become sterile adults [29], [30]. In contrast, the embryonic lethality of the double mutant reveals that *alg-1/2* maternal contribution is insufficient to complete development, and thus zygotic expression is required. The *alg-1/2* maternal contribution [31] present in the double mutant, disallowed the examination of the ALG-1/2 role during early development. An early developmental role for specific miRNAs and associated Argonautes in the degradation of maternal transcripts at the maternal to zygotic transition has been documented in zebrafish [32] and the *X. laevis* [33], and could be explored in *C. elegans* by using RNAi. Considering that *alg-1/2* function in the miRNA pathway and that most miRNAs are not essential for development [34], [35], the observed embryonic arrest may be the result of the combined loss of a specific set of miRNAs. To date, the absence of the complete *mir-35* and *mir-52* families has been reported as embryonic lethal. The loss of miR-35 family causes a slower development and arrest at the 2-fold to 3-fold stage [35], while the miR-52 family mutant displays unattachment of the pharynx at a late stage of embryonic development [36]. Identification of the miRNAs and targeted genes involved in the embryonic arrest remains open for future work.

Beside *C. elegans*, mutants of the miRNA Argonautes in mammals and *Drosophila* also display embryonic lethality. Ago2 knockout mice display early mesoderm defects [37], [38], as well as mid-gestational death due to placental defects [7], [39]. Similarly, ago1 and ago2 are together essential for the establishment of segment polarity in flies [40]. Some of these essential developmental roles of the miRNA pathway during animal development may reflect a common requirement of the pathway for the proper differentiation and function of certain tissues. Along this line, our data demonstrate the requirement of *alg-1/2* during the morphogenetic phase of embryonic development, manifested through the predominant arrest at the 2-fold stage, where worms are unable to complete the elongation process. For the most part, the epidermal and muscle tissues of the double mutant embryos are properly specified and epidermal adherens junctions presumably normal. In contrast, the epidermal-muscle attachment structures are mildly but frequently affected. The defects most likely stem from epidermal fibrous organelle or muscle defects. Since both the elongation defects and fibrous organelle staining defects were less severe than those observed in core fibrous organelle mutants, we do not think that ALG-1 and ALG-2, hence that miRNAs, are essential for the production of a core fibrous organelle component. We recently established that muscle contractions are required to pattern hemidesmosomes and promote epidermal morphogenesis [41]. Hence, one or more miRNAs might contribute either to some aspect of muscle differentiation and/or contractility, or within the epidermis to relay the muscle-to-epidermis mechanical signal, possibly in a feedback loop. Future experiments should help clarify among those possibilities.

## Materials and Methods

### Culture conditions and general methods

Worms were cultured in standard conditions [42]. All experiments were performed at 20°C unless otherwise noted.

### Transgenic strains

The following transgenic strains were generated by microinjecting mix of plasmids and UV integrated as described in [43], [44]:

MJS13: *alg-1(gk214)* In[*alg-1p*::*rfp::alg-1::alg-1 3′UTR* ; *alg-2p::gfp::alg-2::alg-2 3′UTR* ; pRF4]
MJS18: *alg-2(ok304)* In[*alg-1p::gfp::alg-1::alg-1 3′UTR* ; *alg-2p::rfp::alg-2::alg-2 3′UTR* ; pRF4]
MJS46: *alg-1(gk214)* In[*alg-1p::alg-::alg-1 3′UTR* ; pRF4]
MJS26: *alg-2(ok304)* In[*alg-2p::gfp::alg-2::alg-2 3′UTR* ; pRF4]

### Microscopy

Worms were examined mounted on agar pads using a Zeiss axioimager M1 microscope.

Time-lapse recordings were done using the AxioVision (Release 4.8) software at 1 minute interval during 600 minutes.

### Immunostainings

For embryo stainings, heterozygous *alg-2*(ok304); *alg-1*(gk214)/*unc-84*(e1410) mothers were propagated at 25°C (non-permissive for *unc-84*) and allowed to lay eggs for 2-hour intervals. Embryos were collected, fixed and immuno-stained with mAb MH27 (DSHB, University of Iowa; recognizing AJM-1) and polyclonal LIN-26 antibodies (epidermal nuclei; Labouesse et al, 1996), or with the mAb NE8-4C6 (muscle marker; Schnabel, 1995) and polyclonal 4F2 antibodies (against VAB-10A; Bosher et al , 2003) as described elsewhere (Bosher et al, 2003). The NE8/4C6 monoclonal antibody was provided by the Medical Research Council. Stacks of images every 0.3 µm were captured using a confocal microscope (Leica SP2 AOBS RS); generally 10 confocal sections were projected using ImageJ and then processed using Adobe Photoshop.

For whole worm staining, mix-staged worms were collected and washed extensively several times with M9 buffer and staining was performed as by [45]. Fixed and permeabilized animals were incubated overnight at 4°C with purified rabbit anti-ALG-1 antibody (1∶100) and probed with Alexa Fluor 488 anti-rabbit (1∶500) (Molecular Probes) as secondary antibody for 4 hours at room temperature. Images were captured using Zeiss motorized Axioplan 2 microscope at 630× with an AxioCam MRm camera and AxioVision acquisition software.

### MicroRNA array profiling in ALG-1 and ALG-2 complexes

The transgenic animals expressing integrated arrays of either ALG-1 or GFP::ALG-2 tagged protein were harvested at specific development stages corresponding to four different larval transitions and total protein lysates were prepared as described previously [12]. Protein lysates prepared from *alg-1 (gk214)* and for wild-type N2 animals were used as controls for ALG-1 and GFP::ALG-2, respectively. Immunoprecipitations were performed by preclearing 4 mg of total protein with 20 µl of protein-G magnetic beads (invitrogen) for 1 h at 4°C. The cleared lysates were then incubated for 2 h at 4°C with 20 µL of protein-G magnetic beads conjugated with either 5 µg of affinity-purified polyclonal anti-ALG-1 antibody [14] or with the monoclonal antibody anti-AFP 3E6 (QBiogene). The beads were then washed three times with ice-cold lysis buffer containing 1% of Superasin (Roche). 90% of the purified beads were used for total RNA extraction performed as described in [46]. The remaining 10% of beads were boiled in SDS loading buffer and protein resolved by SDS-PAGE on an 8% gel. To detect ALG-1 and GFP-tagged ALG-2, the membranes were incubated overnight at 4°C with either affinity-purified polyclonal anti-ALG-1 diluted 1∶5000 or a mouse monoclonal anti-GFP (Roche) diluted 1∶2000 in TBST-milk solution, incubated 1 h at room temperature with either anti-rabbit (ALG-1) or anti-mouse (GFP-ALG-2) HRP-conjugated secondary antibody and then visualized by Western Lightening ECL Kit (Perkin Elmer).

RNA molecules extracted from ALG-1 and ALG-2 complexes were then subjected to size selection and purified small RNAs were used for miRNA array profilings as performed in [47]. All miRNA expression data have been submitted to the Gene Expression Omnibus (GEO) with accession number GSE35505 (for microarray platform used).

## Supporting Information

Figure S1 **ALG-1 and ALG-2 expression profiles.** GFP::ALG-2 and RFP::ALG-1 expression in body neurons (BN), seam cells (SC), excretory system cell (X), uterine cells lining the uterine cavity (U) and gonadal sheet cells (GS). Scale bar 20 µm.
(TIF)

Figure S2 **ALG-1 and ALG-2 expression profiles.** GFP::ALG-2 and RFP::ALG-1 expression in head hypodermal cell (HH), tail hypodermal cells and tail neurons (TH,TN), body muscle cells (BM) and larval P cells whose lineage contribute to the neurons and body hypodermis (BH). Scale bar 20 µm.
(TIF)

Figure S3 **Immunostaining of ALG-1 in adult** ***C. elegans*** **hermaphrodites.** Staining with polyclonal antibody against ALG-1 of head organs. (A) A specific signal is detected in the pharynx of wild-type animals. (B) Staining of control *alg-1(gk214)* animal.
(TIF)

Figure S4 **Detection of ALG-1 and GFP::ALG-2 in purified complexes.** Detection of ALG-1 (A) and GFP::ALG-2 (B) by Western blot analysis found in the immunopurified (IP) complexes from each developmental stage used for microRNA microarrays. 50 µg of the total protein (in) were run as controls.
(TIF)

Movie S1 **Time-lapse analysis of the** ***alg-2(ok304)*** **;** ***alg-1(gk214)/+*** **embryos.** Movie from the time-lapse microscopy shown in Figure 7. The double mutant *alg-2; alg-1* embryo is located at the bottom.
(MP4)

How the deposited data were processed for this re-analysis (not part of the article)

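Small RNA from immunoprecipitates of C. elegans larvae was hybridised to 16 single-colour arrays: the ALG-1 IP, the GFP::ALG-2 IP and the control IP of each, at 4 larval stages, with 1 array for each. Conditions were taken from the sample labels and the paper. The labels give wild-type animals for the ALG-1 IP where the paper describes transgenic ones, and this difference was left open. Where the text says ALG-1 IP or control, it means the arrays labelled so.

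The authors deposited, for each array, the intensity of 768 spots (96 probes in 8 spots), as GenePix Pro 4.0.1.19 wrote it: the median of the spot's pixels minus the local background, on a linear scale, with no normalization, at a scanner gain of 790 on every array. The deposited files also give the percent of pixels above the background plus 2 SD, and marks for bad and missing spots. A second deposited table holds the authors' processed intensity values on a linear scale. Each of its columns was, to within 0.58, about 200 (199.9 to 200.1) plus a factor of 0.182 to 5.05 times the median of the probe's spots, with column medians of 310.0 to 645.5 and column means of 684.1 to 684.3. Its scale within an array is therefore known from this comparison, probes were not centred, and it holds no direction, but how the factors were set is not given in the sources used here. The submitters' processing notes name R 2.13.1 and limma.

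From the spot intensities, limma 3.58.1 in R 4.3.3 corrected the background (normexp with an offset of 50), 57 spots marked bad were left out, and log2 values were averaged over the spots of a probe. Of all spots, 540 lay below the local background. A probe was detected where at least 50% of pixels, on average over its spots, lay above the background plus 2 SD, since the files mark no negative controls. At each stage the log2 ratio of ALG-1 over ALG-2 was centred on its median over the probes detected with either IP. Across stages, limma was fitted to all 16 arrays with terms for IP and stage (9 residual degrees of freedom) on the 10 probes detected on at least 4 of the 8 IP arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Arrays were centred for comparisons of ALG-1 with ALG-2 and not for comparisons of an IP with its control. The p-values rest on the spread left after the terms for IP and stage, over all 4 groups of arrays, and not on repeated IPs. A probe undetected on every array of a group has only a bound there: the mean of the other group over the mean, per array, of the higher of the lowest detected signal and the probe's own. Intervals of SDs come from 10000 bootstrap resamples of probes, and permutation tests used 100000 permutations, or all orders for fewer than 10 probes. The smallest p these permutations can give is 1e-05.

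The fits were tested on simulated arrays of the same design with known differences put in. Signal over background limits the precision: most probes of the IP arrays lay near the background.

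The tests, the detection rule, the alternatives and the rule for named probes were fixed before the data were examined, though the picture of Fig. 5 had been seen. The rule names every miRNA the paper names, at each stage the 5 probes with the largest ratio each way among those beyond 2-fold, and for each test the 10 with the largest change past the threshold in the same direction at all 4 stages. Because the files do not pair probes with miRNAs, at most 2 probe numbers are printed in each direction of a comparison, no miRNA of the paper is given a value, and lists of miRNA families, clusters and tissues fixed beforehand were not tested. Alternatives were other normalizations, an offset of 0, other detection rules, the authors' processed values, the median of spots, subtraction of the controls, the interaction, fits without a stage term or on 8 arrays, and leaving out each stage.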

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

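The tests of explanations for the pairing of array profiles, and the comparison with splits that keep 1 array of each stage on each side, were chosen only after the results had been seen.

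IP over control differed between ALG-1 and GFP::ALG-2 at 5 of 10 probes in a test of the difference itself (limma interaction, adjusted p under 0.05), all lower for ALG-1 without normalization between arrays. After centring, 5 were higher and 5 lower. Of 100 splits of the IP arrays and of the control arrays, the real one counted among them, 5 gave as many probes and the highest other gave 8. Of 100 that exchanged arrays only within a stage, again with the real one counted, 8 gave as many, so chance cannot be excluded. For the comparisons of 4 arrays with 4, the fit holds stage terms, and only 8 of the 35 splits keep 1 array of each stage on each side as the real one does. These are too few for a share under 0.05, so the threshold set for all 35 splits was not used. Among the 8, the ALG-1 IP against the GFP::ALG-2 IP gave 7 probes and the highest other 2 (3 among the 35, where 1 split, the real one, gave 7). The detection filter admits probes detected with either IP alone, which favours the real split here. The GFP::ALG-2 IP against its control gave 5 and the highest other 0 (4 among the 35), and the control IPs against each other gave 10 and the highest other 0 (1 among the 35). The ALG-1 IP against its control gave 5 probes and the highest other 8, and 5 of the 35 splits gave at least 5. In each of the other splits that reached 5 probes, the L4 ALG-1 control array, the dimmest of its group, stood with 3 of the 4 ALG-1 IP arrays.

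The profiles of the 16 arrays paired the ALG-1 IP with the GFP::ALG-2 control IP and the GFP::ALG-2 IP with the ALG-1 control IP. The tables argue against array brightness as the cause only for the GFP::ALG-2 IP at L1 to L3. Its mean rho was 0.32 with the ALG-1 IP and 0.75 with the ALG-1 control, in the same order at 4 of 4 stages. At L1 to L3 it was nearer in brightness to the ALG-1 IP than to the far brighter ALG-1 control, before and after the normexp correction. At L4 the measures disagreed. After the correction its median log2 value (7.86) was nearer the ALG-1 control (7.67) than the ALG-1 IP (7.19). Before it, its median probe intensity (119) was nearer the ALG-1 IP (148.75) than the ALG-1 control (203.25). Brightness could give the order there by the first measure only, and stays open at L4. The ALG-1 IP and the GFP::ALG-2 control were alike in brightness (mean log2 7.29 and 7.49), so brightness stays open for this pair. These rho values also showed the pairing and are no separate test. Labels exchanged between an IP and its control remain a candidate explanation: the ALG-1 IP had a mean rho of 0.82 with the GFP::ALG-2 control, and either IP exchanged with its control would give the same pairing, with no probe that marks a group. The legend of the paper's Fig. S4 describes Western blots that detect ALG-1 and GFP::ALG-2 in the IP complexes of each stage used for the arrays. This argues for the IPs themselves and does not cover later steps such as the naming of arrays, and the blots were not analysed here. The animals as labelled, wild type against mutant, remain another, as genotype follows the groups by the sample labels. The paper lists a strain with an integrated, untagged ALG-1 array in the alg-1(gk214) background, without naming the strain used for the IP. If the ALG-1 IP came from that strain, the mutant allele would not follow the groups in this way. Between the groups labelled as wild type, 0 of 96 probes differed (limma; 10 at an unadjusted p under 0.05). Nor did any of the 10 probes used for the other tests (0 at an unadjusted p under 0.05). Between the groups labelled as mutants, alg-2 with GFP::ALG-2 and alg-1(gk214), 0 of these 10 probes differed but 39 of the 96 did (limma). Exchanged labels and the animals as labelled cannot be told apart as explanations, and the direction of every ALG-1 to ALG-2 ratio rests on the labels.

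Some arrays stood far from the other 3 of their group. On the L1 GFP::ALG-2 IP array 30 probes were found in at least 4 spots, and its brightest probe had an intensity of 5125. The brightest probe of the L4 ALG-1 control array had 3904. The L2 GFP::ALG-2 IP array had 2 spots marked bad and the L4 GFP::ALG-2 control array 40. These are 5 of 20 sets of 4 arrays compared, where chance gives about 1 in 20 for continuous, independent measures. The counts of bad spots hold ties at 0 and the measures come from the same arrays, so this rate does not apply to the 5 together.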

How the results depend on the processing

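The found rule (at least 4 of 8 spots found) and, for the spread, the run without a filter were chosen after seeing the data. The alternative without any background correction was not run, because the files used hold intensities after subtraction; a scan day or slide block was not run, because scan day is fixed by the IPs and slide position by the stage. The stricter filter gave no fit, as 1 probe was detected on all 8 IP arrays, and no SD at L3. Arrays were paired by stage through the stage terms of the fit, and the fit without them is among the alternatives. Signal over background limits every result, since few probes were detected on the IP arrays.

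Under the alternatives, 40 counts of probes past a threshold stayed within 1.5 times and 15 did not. Of the values of single probes in the tests, 209 kept direction and call, 10 lost the call and 5 turned. Without a filter on detection, 39 probes differed between ALG-1 and GFP::ALG-2, 68 between the ALG-1 IP and its control, 16 between the GFP::ALG-2 IP and its control and 69 between the controls, as 96 probes were tested. The found rule gave 20, 16, 12 and 22. Median centring gave 9 and 8 for the ALG-1 and GFP::ALG-2 IPs over control, the authors' processed values 8 for GFP::ALG-2, and no normalization 5 between the controls. Leaving out each stage in turn gave 4 (without L2) to 8 (without L4) for the ALG-1 IP over control and 2 (without L1 or L2) to 7 (without L4) for GFP::ALG-2. Among the single probes followed, turned directions were those of emc04 between the IPs (log2 0.0048 without a filter, 0.16 with quantile normalization, 0.0014 with the 75th percentile) and, without normalization, of emc88 (0.24) and emc69 (0.34) between the controls. Others turned too: all 10 probes were lower with the ALG-1 IP than with its control (highest log2 difference -0.02), and 5 were called higher with quantile normalization, median centring or the authors' processed values.

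Counts beyond 2-fold without a filter were 41, 29, 24 and 19 at L1 to L4, with the stricter filter 1, 0 and 0 at L1, L2 and L4, and with the found rule 32 at L1 and 13 at L3. The SD of ratios at L1 to L4 was 2.98, 3.13, 2.29 and 2.06 with an offset of 0, 1.51, 1.186, 0.90 and 0.89 without a filter, and 3.94, 4.22, 3.61 and 3.58 after subtracting the controls. It was 1.85, 0.13 and 0.30 at L1, L2 and L4 with the stricter filter, and 1.77, 1.67 and 1.194 there with the found rule. For the control ratio it was 1.13 at L1 with the authors' processed values, 0.10 at L2 with the stricter filter, and at L4 2.49 with an offset of 0, 1.13 without a filter and 1.33 with the found rule. The found rule gave 23 probes detected with both IPs and 33 with the ALG-1 IP alone. The causes of the other changes were not tested. The spread of L1 and L4 over L2 and L3 stayed within its interval under all 8 alternatives (0.92 to 1.15), and 4 to 6 of 6 correlations between stages passed.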

Differences from the paper's values

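The panels of Fig. 5 list about 50 miRNAs at L2, about 52 at L3 and about 54 at L4, counted by eye, where 18, 11 and 14 probes were detected with either IP. The paper's text states no limit for robust expression. None of the alternatives set before the data were examined came within 1.5 times at these stages. The found rule, chosen after seeing the values, came within it at L2 (43) and L4 (42) but not at L3 (30). Which of the paper's miRNAs it drops is not known, since probes are not named.

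The paper states that control IPs showed no significant difference. Here 10 of 10 probes differed between the arrays labelled as controls, and no alternative gave fewer than 5. If the labels of an IP and its control were exchanged, this contrast would set an IP against a control. The 10 probes were chosen by detection on the IP arrays, and the splits of arrays were too few to exclude chance. The paper states that preference was higher at L1 and L4 than at L2 and L3. The mean SD of L1 and L4 was 0.97 times that of L2 and L3 here. It was above 1 with the median absolute ratio (1.07), over probes detected at all stages (1.11) and, as an alternative chosen after seeing the values, without a filter (1.15), all inside the interval of 0.80 to 1.23. In Fig. 5, read by eye, the longest deviation at each stage is towards ALG-1. Its legend describes ratios centred and normalized for each column, over more miRNAs than the probes detected here. Here, in ratios centred on the median and not scaled, it was towards ALG-2 at L1 (-4.99), L2 (-3.75) and L3 (-3.14) and towards ALG-1 at L4 (2.87). At each of these probes 1 of the signals compared was below detection. These directions hold for the labels as given, which are in doubt. In a comparison chosen after seeing the values, with the ALG-1 IP and its control exchanged it was 2.34, 1.64, -3.07 and -2.57 at L1 to L4, with the GFP::ALG-2 IP and its control exchanged 0.74, -1.17, -1.39 and 0.71, and with both exchanged 4.30, 4.11, 3.96 and -4.41, where positive values are towards ALG-1. None of these is towards ALG-1 at all 4 stages. As in the paper's trend of conservation between stages, correlations were positive for all 6 pairs of stages, though L3 with L4 did not pass (r = 0.65, exact permutation test, adjusted p = 0.0601). The ratios between the control IPs had r of 0.93 to 0.98 over the same probes, so likeness between stages was not particular to the IPs.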

Other observations

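The comparisons of stages and that of the GFP::ALG-2 IP with the ALG-1 control, with their splits, were chosen only after the values had been seen. Over all 16 arrays and 96 probes, emc31 and emc46 were brighter at L1 and L3 than at L2 and L4 after centring (limma, log2 differences of 1.98 and 0.82, standard errors 0.44 and 0.20, adjusted p = 0.0339 and 0.0405). For emc31 in the ALG-1 control IP, the log2 intensity was 14.6 at L1, 9.97 at L2, 14.3 at L3 and 9.77 at L4. In the GFP::ALG-2 control IP it was 7.89, 7.81, 7.34 and 6.54, without this alternation. Of 100 splits, the real one counted among them, 4 gave at least 2 probes, with 3 in the highest other. The random draws among these split each group apart from the others. The 4 stages allow only 3 such contrasts, too few for a share under 0.05. Of the others, in limma, L1 and L2 against L3 and L4 gave 0 probes (20 at an unadjusted p under 0.05) and L1 and L4 against L2 and L3 gave 0 (0 at an unadjusted p under 0.05). Arrays of L1 and L3 were scanned at 1 end of the slide and those of L2 and L4 at the other, so stage and slide position cannot be told apart.

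Between the GFP::ALG-2 IP and the ALG-1 control IP, 0 of the 10 probes used for the other tests differed after centring (limma, adjusted p under 0.05; 1 at an unadjusted p under 0.05). Over all 96 probes 39 differed, 30 higher and 9 lower with the GFP::ALG-2 IP, but most of the 96 lay below detection on the GFP::ALG-2 IP arrays, where 5 to 14 were detected. Of 35 splits of these arrays over the 96 probes, the real one alone (1) gave as many, and the highest other gave 24. Of the 8 that keep 1 array of each stage on each side, too few for a share under 0.05, the highest other gave 13. In both of these others the L4 ALG-1 control array stood with 3 of the 4 arrays of the other group. Scan day differs between these groups.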
